A study of Sus scrofa with 4 samples. Its data were reported in "Benchmarking porcine pancreatic ductal organoids for drug screening applications" (2025).

How the data were processed

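Single-cell RNA sequencing data of 4 pig libraries were processed, 2 of porcine pancreatic ductal organoids (PPDO) and 2 of primary pancreas. Groups and replicate numbers were taken from the sample titles. The authors prepared 10x Chromium 3' v3.1 libraries from sorted live cells, aligned the reads and counted molecules with Cell Ranger against an in-house pig annotation. The deposited values are raw UMI counts per feature and cell barcode, where a UMI (unique molecular identifier) marks a single captured molecule, and the other deposited tables hold barcode and feature names, a unit recorded as other. The genome build is not stated in the labels or the methods, so no positions are given. The study removed free RNA with SoupX after this step, and the counts used here are without that correction. Human organoid and bulk data of the study were not analysed here.

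Each library had 56060 features. Features of 1 gene, including 25770 extensions of 3' ends, were summed to 30282 gene identifiers. Of these, 16699 had a symbol from the feature table, 722 took one from a gene name table, and 12861 stayed without a symbol. The 8 transgene features were kept apart. Symbols shared by several identifiers (1331 genes) were not used as names. Unmatched list genes were KRT19 and MUC1 (ductal), KRT14 and KRT17 (basal), MKI67 and RRM2 (proliferating), SLC2A1 (glycolysis), S100B (schwann), UCN3 (beta) and CTRB1, CTRB2, AMY2, AMY2A and AMY2B (acinar). The ductal, acinar and basal lists were matched to 77.8%, 68.8% and 75% of their genes.

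Cells were kept by the limits that the study gives. In PPDO these were at most 3% mitochondrial UMIs, at most 9000 features and at least 1000 features, since the labels do not say to which library the lower limit of 600 applied. In primary pancreas they were under 8% mitochondrial UMIs and under 9000 features, with over 400 features for primary pancreas 1, and over 800 features and 3000 UMIs for primary pancreas 2. Barcodes with Scrublet scores (run through Scanpy, 30 components) over 0.25 and 0.15 were removed from primary pancreas 1 and 2, which took out 81 and 170 cells. It was assumed that the replicate numbers of the titles are the sample numbers of the study's methods. With these limits 90.2%, 90.9%, 81.1% and 55.4% of barcodes were kept in PPDO 1, PPDO 2, primary pancreas 1 and primary pancreas 2.

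Clustering used Scanpy 1.11.5 with counts scaled to 10000 UMIs per cell, the natural log after a pseudocount of 1, 2000 highly variable genes (cell ranger flavour), 20 principal components, 15 neighbours and Leiden clustering (leidenalg 0.10.2) at resolution 0.5. For PPDO, genes were centred and scaled within each library and values clipped at 10. Clusters were named by the list with the highest mean log2 fold over the mean of the other clusters, with 5 CPM (UMIs per 1000000 UMIs) added. At least 3 markers were needed, each in 10% of cells and at least 2 times (primary pancreas) or 1.25 times (PPDO) above the other clusters. Clusters with a median depth under 1/3 of that of their library took no name unless a gene of the list was among their 10 leading genes. Clusters with more leading genes of another list took no name. A cluster with 3 or more DNA replication genes among its 10 leading genes took no name other than proliferating. These naming thresholds, the replication rule and the pooling of the beta and other endocrine lists were set after the clusters had been seen. Class and state shares carry exact Clopper-Pearson intervals at 95%, which cover counting error only.

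Counts were summed per library over the cells kept, because cells are not replicates. PPDO sums were compared with sums of primary ductal-like cells, and with sums of all primary cells, using edgeR 4.0.16 (TMM factors, filterByExpr, glmQLFit and glmQLFTest, group as the only term, Benjamini-Hochberg at 0.05). Fold changes are PPDO over primary. The SE given with a fold change is its absolute value divided by the square root of the F statistic of glmQLFTest. It was thus derived from the test and is not a separate estimate. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, two-sided, adjusted over 6 lists (WNT, basal, glycolysis, proliferating, NOTCH and Hippo). The biological coefficient of variation was 0.307 for the ductal-like comparison and 0.461 for the whole pancreas. The edgeR and DESeq2 fits were tested on simulated data with 2 against 2 sums at a dispersion of 0.05. Of 194 changed genes that passed the filter, edgeR recovered 93.8% with 13 false calls among 23207 genes, and DESeq2 86.1% with 7. The dispersion fitted to the ductal-like comparison was 0.0940, so these rates hold for a smaller spread than that of the data.

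Genes named in the text came from the lists WNT, basal, NOTCH, drug targets and single genes, and from a rule. It took the 6 genes with the largest log2 fold change in each direction among those with a symbol, an FDR under 0.05, a mean of at least 50 CPM in the higher group and both PPDO libraries on the same side of both primary libraries. Genes lower in PPDO also had to be at least as high in the ductal-like class as in every other named class. The comparisons, tests, lists, alternatives and this rule were fixed before the data were examined. Other genes named in the text, such as leading genes of clusters, were chosen after their values were seen. The cornified, handling and Y chromosome lists were written after the clusters had been seen but before the values of the lists were computed. The cutoff of 5% INS for INS-rich cells and 4 added alternatives were chosen after the data were seen.

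For single genes, the share of cells with a UMI was computed as the probability of detection after random thinning of each cell to 3000 UMIs, leaving out shallower cells, and compared by a two-sided exact permutation test of 2 against 2 libraries. Cells with UMIs of 2 genes were compared with the number expected under independent detection within 5 bins of depth, with an exact Poisson interval. Likeness was measured as Spearman correlation across genes of log2(CPM + 1) with at least 10 CPM in any sum, and between libraries as Pearson correlation over all genes. A count of 0 was read as a limit of 3 counts.

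Alternatives were DESeq2 1.42.0 with its size factors, RLE factors, no low-count filter, all barcodes, the replicate number as a block, each library left out in turn, sums thinned to the smallest, genes over 2 times higher in another class left out, other resolutions, doublet settings, feature floors and depth bins, and camera with estimated correlation or fry. Added after the data were seen were counts without the 3' extension features, ductal-like clusters with at least 50 cells in each library, clusters made without the ductal list, and likeness without the PPDO cluster of lowest correlation. The replicate numbers do not pair the libraries. With a library left out, the lone sum of a group was assumed to vary like the other group. Python 3.11.15 and R 4.3.3 were used.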

Results

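Droplet-based single-cell RNA sequencing was performed on 2 kinds of pig sample. Porcine pancreatic ductal organoids (PPDO) are three-dimensional epithelial cultures grown from pancreatic ducts, and primary pancreas is the dissociated organ. Each group had 2 libraries, called here PPDO 1 and 2 and primary pancreas 1 and 2. The study took its PPDO lines from pigs of different age and at different passage, and the labels do not say which library is which. PPDO 1 and 2 had 9853 and 8071 barcodes with 366263520 and 316018482 unique molecular identifiers (UMIs, counted molecules). Primary pancreas 1 and 2 had 6999 and 7657 barcodes with 87043513 and 138928346 UMIs. The median barcode carried 35310 and 35127 UMIs in PPDO and 8592 and 7402 UMIs in primary pancreas, so genes of low expression were measured with more precision in PPDO. After filtering, 8885, 7337, 5679 and 4245 cells remained in PPDO 1, PPDO 2, primary pancreas 1 and primary pancreas 2. Tests compared sums or shares per library, with 2 libraries per group, where an exact permutation test cannot give a two-sided p below 0.333.

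Libraries of the same group were first compared with each other. Across 29005 genes, the Pearson correlation of log2(CPM + 1), where CPM is UMIs per 1000000 UMIs, was 0.993 between PPDO 1 and 2 and 0.933 between primary pancreas 1 and 2. Between the groups it had a mean of 0.842 and ranged from 0.827 to 0.856, and the Spearman correlation ranged from 0.849 to 0.867. These are correlations across genes, and genes are not independent replicates. With only genes of at least 10 CPM, the alternative that moved it most, the mean between groups was 0.496, while the correlation was 0.985 between PPDO 1 and 2 and 0.758 between primary pancreas 1 and 2. In primary pancreas 2, INS took 38.5% of the UMIs of the cells kept, against 0.853% in primary pancreas 1.

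To find the duct cells with which PPDO could be compared, the cells of both primary libraries were clustered and named by marker genes. Ductal-like cells were 38.8% of primary pancreas 1 (2203 of 5679 cells, 95% exact interval 37.5 to 40.1%) and 27.9% of primary pancreas 2 (1184 of 4245 cells, 26.6 to 29.3%). Endocrine-like cells were 1.80% and 51.5%. According to the methods of the study, ducts were picked by hand for a preparation and sorted cells were pooled for the other, so these shares do not describe the organ. Endothelial-like cells were 18.9% and 6.17%, stellate-like cells 13.1% and 1.23%, immune-like cells 12.5% and 3.32%, and acinar-like cells 4.47% and 1.58%. Schwann-like cells were 6.01% of primary pancreas 1 and 1 of 4245 cells of primary pancreas 2. Clusters without a name held 4.44% and 8.29%. Their mean of 6.37% moved most among the classes, to 11.25% with doublets kept and to 2.61% with 1 filter for both libraries. An endocrine-like cluster of 25 and 370 cells rested on 3 of 15 markers with a mean log2 fold of the list of 0.0076, at a median depth of 7796 UMIs. The ductal-like class was made of different clusters in the 2 primary libraries. Cluster 1 held 54.0% of the ductal-like cells of primary pancreas 1 and 1.18% of those of primary pancreas 2, while cluster 0 held 550 and 1085 cells.

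**Figure D1:**
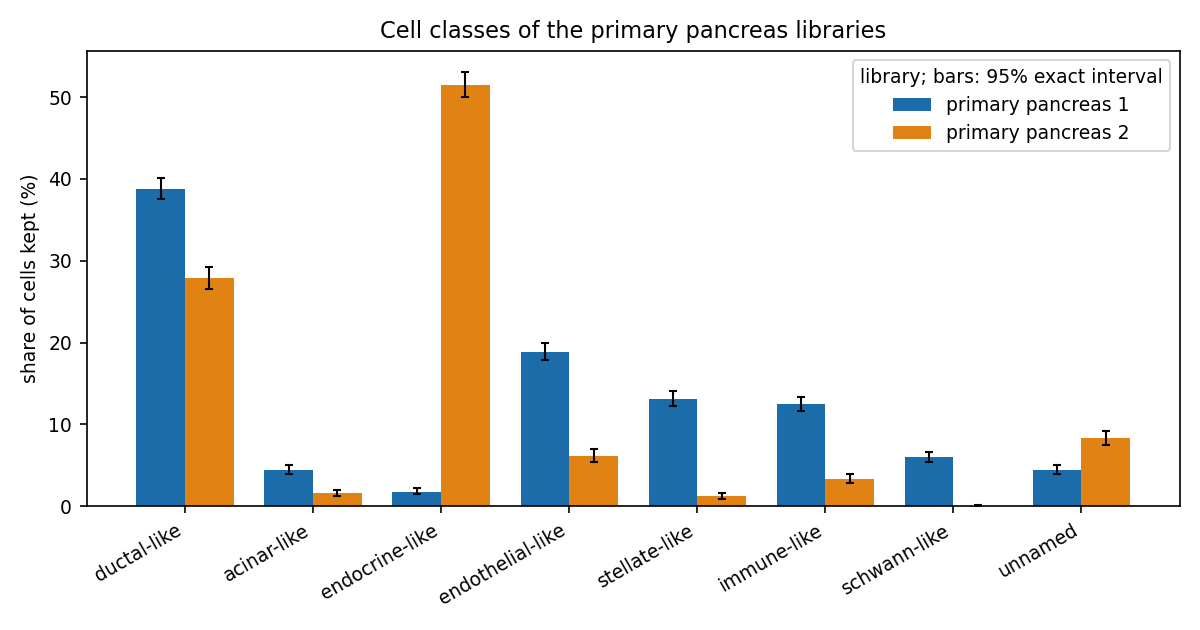
Shares of the cells kept (percent, y axis) in each cell class (x axis) of primary pancreas 1 and 2, with bars for shares and lines for 95% exact intervals of counting error. Ductal-like cells were 38.8% and 27.9%, and endocrine-like cells 1.80% and 51.5%.

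Free RNA in the droplets was measured with INS, which immune-like cells should lack. INS made up 0.0180% and 1.18% of the UMIs of immune-like cells in primary pancreas 1 and 2, at median depths of 6694 and 9082 UMIs. In ductal-like cells it made up 0.0102% and 0.758%, at median depths of 17940 and 20558 UMIs. In both libraries INS in ductal-like cells was below that in immune-like cells.

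The states of PPDO were then examined. The study describes states with ductal, proliferating, WNT, basal and glycolysis genes, and lists of these names were used for the clusters of both PPDO libraries. Of 9 clusters, 5 took a name. The WNT-like cluster held 26.4% of PPDO 1 (2343 of 8885 cells, 95% exact interval 25.5 to 27.3%) and 23.8% of PPDO 2 (1746 of 7337 cells, 22.8 to 24.8%), with a mean of 25.1% ± 1.82 (SD, n = 2). The glycolysis-like cluster held 21.8% ± 1.87 (SD, n = 2), the basal-like cluster 15.8% ± 4.52 (SD, n = 2), the proliferating-like cluster 6.37% ± 0.423 (SD, n = 2) and the ductal-like cluster 3.21% ± 0.744 (SD, n = 2). The last name is relative to the other PPDO clusters. The other clusters held 27.7% ± 0.511 (SD, n = 2) together. Their leading genes included GPNMB and MMP3 in cluster 2, the replication genes DTL and MCM3 in cluster 5, SPINK5 and KLK7 in cluster 6, and S100A8 and SPRP in cluster 8. The sizes of the states depended on the clustering. The basal-like mean moved most, to 0% at resolution 0.3 and to 40.0% with a floor of 600 features, and the glycolysis-like mean was 8.17% after removal of doublets.

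**Figure D2:**
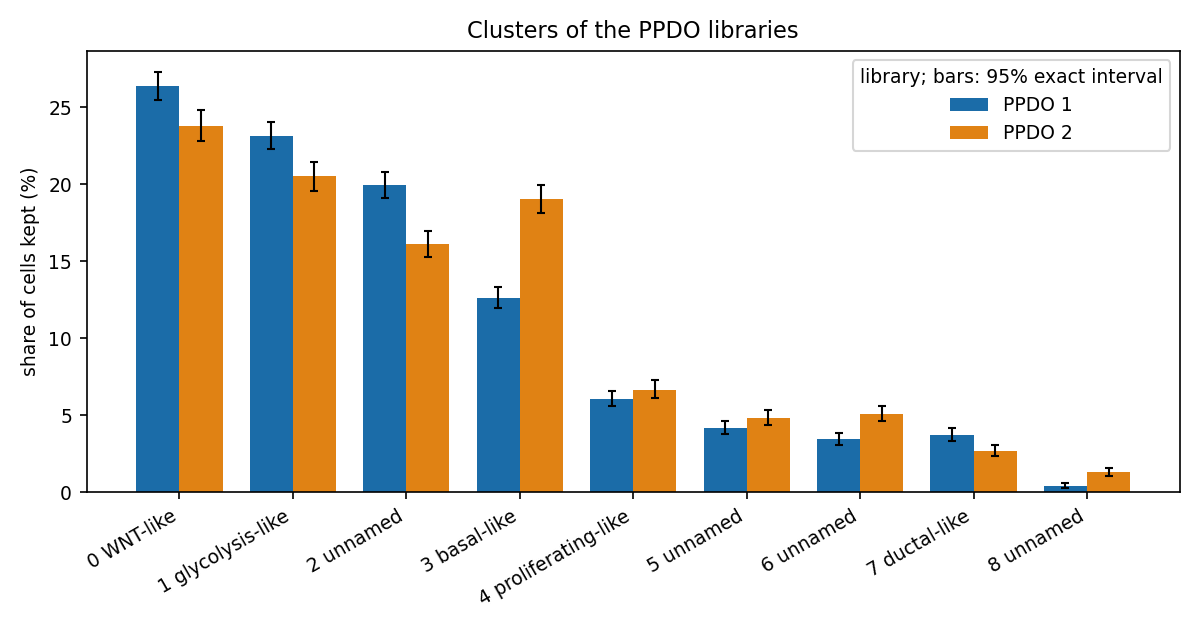
Shares of the cells kept (percent, y axis) in each cluster (x axis) of PPDO 1 and 2, with bars for shares and lines for 95% exact intervals of counting error. The WNT-like cluster held 26.4% and 23.8%, and the ductal-like cluster 3.74% and 2.69%.

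To ask how PPDO differ from duct cells of the organ, UMI sums of all PPDO cells were compared with sums of primary ductal-like cells. The study grew PPDO in medium with WNT and R-spondin ligands, noggin, EGF and an FGF, while primary cells were dissociated from the organ. Group and culture therefore coincide. Differences, those of WNT and proliferating genes included, cannot be assigned to the cells rather than to the medium. The sums held 300990260 and 262372786 UMIs for PPDO 1 and 2 and 44201323 and 25317443 UMIs for primary pancreas 1 and 2. Of 23601 genes tested in edgeR, 10232 differed at a false discovery rate (FDR) of 0.05, with 5340 higher and 4892 lower in PPDO. The count was 4958 without PPDO replicate 1 and 4512 without PPDO replicate 2, the alternative that moved it most. Without genes over 2 times higher in another primary class, which free RNA can reach, 5913 of 11709 genes differed. The fitted fold changes include TMM factors of 0.873 and 0.828 for PPDO 1 and 2 and 1.09 and 1.27 for the primary sums, and so lie above plain ratios of CPM. Against all cells of the primary libraries, 6410 of 24764 genes differed, with 2974 higher and 3436 lower in PPDO. In edgeR that count was 0 without PPDO replicate 1 and 0 without PPDO replicate 2, where 5101 and 4780 genes had an unadjusted p under 0.05. It was 13041 without primary pancreas replicate 1 and 12369 without primary pancreas replicate 2, and DESeq2 gave 10214 with all libraries.

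Among genes higher in PPDO, KRT5 (ENSSSCG00000000248) had 6527 ± 1566 CPM (SD, n = 2) in PPDO and 0.308 ± 0.0445 CPM (SD, n = 2) in primary ductal-like cells, a log2 fold change of 14.79 (SE 0.45, edgeR FDR 3.5e-04). S100A12 (ENSSSCG00000032857) had 1257 ± 657 and 0.172 ± 0.0762 CPM (log2 fold change 13.19, SE 0.77, edgeR FDR 8.8e-04). MMP3 (ENSSSCG00000014985) had 957 ± 105 and 0.175 ± 0.0876 CPM (12.97, SE 0.32, edgeR FDR 3.5e-04), and KRTDAP (ENSSSCG00000002882) had 602 ± 355 and 0.136 ± 0.0317 CPM (12.62, SE 0.79, edgeR FDR 9.9e-04). SPRP (ENSSSCG00000022269) had 62.6 and 162 CPM in PPDO 1 and 2 and 0 UMIs in primary ductal-like cells. Against a floor of 3 counts per primary library it was at least 1207-fold higher in PPDO. KLK7 (ENSSSCG00000032902) had 24.9 and 115.5 CPM in PPDO 1 and 2, or 37782 UMIs, and 1 UMI in primary ductal-like cells, a ratio of pooled CPM of 4662 with a 95% counting interval of 837 to 184150. The rule that named these genes required both PPDO libraries to lie above both primary libraries.

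Among genes lower in PPDO, DEFB115 (ENSSSCG00000007216) had 0.0105 ± 0.00401 CPM (SD, n = 2) in PPDO and 805 ± 23.4 CPM (SD, n = 2) in primary ductal-like cells, a log2 fold change of -15.65 (SE 0.30, edgeR FDR 3.1e-04). KNG1 (ENSSSCG00000011802) had 0.0316 ± 0.00698 and 708 ± 64.7 CPM (log2 fold change -13.94, SE 0.24, edgeR FDR 3.1e-04), and PKHD1 (ENSSSCG00000001746) had 0.567 ± 0.0254 and 2483 ± 123 CPM (-11.63, SE 0.21, edgeR FDR 3.1e-04). The log2 fold changes of RAB17 (ENSSSCG00000016328) and FBN2 (ENSSSCG00000014256) were -12.42 and -11.17. SLITRK2 (ENSSSCG00000012724) had 2 UMIs in PPDO and 5336 in primary ductal-like cells, a ratio of pooled CPM, primary over PPDO, of 21621 with a 95% counting interval of 5985 to 178530. Schwann-like cells had nearly as much SLITRK2, with 69.5 CPM against 74.1 CPM in ductal-like cells. The same rule required both PPDO libraries to lie below both primary libraries for these genes.

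Duct marker genes also name the class they are compared in. Cells were therefore clustered without the ductal list and named without the gene in question, a setting chosen after the data were seen. CFTR then had 0.840 ± 0.288 CPM (SD, n = 2) in PPDO and 867 ± 105 CPM (SD, n = 2) in primary ductal-like cells (log2 fold change -9.57, SE 0.41, edgeR FDR 5.1e-04). SOX9 had 2.37 ± 1.31 and 336 ± 21.5 CPM (-6.70, SE 0.48, edgeR FDR 0.0013), and SCTR had 0.968 ± 0.248 and 770 ± 274 CPM (-9.15, SE 0.35, edgeR FDR 4.2e-04). The log2 fold changes of SLC4A4 and ANXA4 were -5.55 and -1.86, both past the threshold. KRT7 did not differ, with 386 ± 3.07 and 580 ± 22.1 CPM (-0.12, SE 0.13, edgeR FDR 0.49). In the ductal-like PPDO cells alone, KRT7 was higher than in primary ductal-like cells, with a log2 fold change of 1.86 (edgeR FDR 0.0024), but these cells were named with a list that includes KRT7, so the value is not independent of the naming. Adjusted over the list alone, 6 of 7 ductal genes differed, as over all genes. The study states that by the passages it sequenced, most cells had moved to a less mature ductal state. In PPDO it reports CFTR, SOX9 and KRT7 protein by immunostaining. Early passage PPDO swelled with forskolin and secretin in its assay, and late passage PPDO did not. The RNA values here thus do not describe early passage cultures or protein.

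Lists fixed before the data were examined were tested as sets with camera. The basal list was higher in PPDO (adjusted p 4.1e-04, median log2 fold change 6.44 over 6 genes), as were the glycolysis list (adjusted p 7.1e-04, median 2.04 over 11 genes), the proliferating list (adjusted p 0.0050, median 2.80 over 8 genes) and the WNT list (adjusted p 0.011, median 1.21 over 10 genes). The NOTCH list (adjusted p 0.42, median 0.04, mean 0.54) and the Hippo list (adjusted p 0.22, median -0.63, mean -0.97) did not pass. With fry, the basal, glycolysis and WNT lists passed too, the proliferating list did not (adjusted p 0.05045) and the Hippo list passed as lower in PPDO (adjusted p 0.030). With the correlation estimated from these 4 sums no list passed, the smallest adjusted p being 0.367. Of the glycolysis list, 8 of 11 genes differed over all genes and 8 adjusted over the list alone. For the proliferating list these counts were 6 and 7 of 8 genes, and for the Hippo list 8 and 9 of 13 genes. Without PPDO replicate 2, 1 gene of the proliferating list passed over all genes (5 without PPDO replicate 1), and 3 of the Hippo list passed without PPDO replicate 1 and 3 without PPDO replicate 2.

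Of the 6 basal genes, 5 were higher in PPDO over all genes and 6 adjusted over the list alone. TP63 had 571 ± 23.4 CPM (SD, n = 2) in PPDO and 0.392 ± 0.171 CPM (SD, n = 2) in primary ductal-like cells (log2 fold change 11.04, SE 0.31, edgeR FDR 3.5e-04). Of the 10 WNT genes tested, 7 differed over all genes, 6 higher and 1 lower, and 9 adjusted over the list alone. Over all genes 3 passed without PPDO replicate 1 and 5 without PPDO replicate 2, all higher, and the lower gene, NKD1, did not pass with any of the 4 libraries left out. LGR6 had 78.0 ± 9.77 and 0.296 ± 0.195 CPM (log2 fold change 8.63, SE 0.43, edgeR FDR 6.6e-04). LEF1 had 29.98 ± 5.09 and 2.14 ± 0.787 CPM (4.22, SE 0.40, edgeR FDR 0.0024), and LGR4 had a log2 fold change of 1.20 (SE 0.14, edgeR FDR 0.0038). In the ductal-like PPDO cells alone, LGR4 did not pass (0.49, edgeR FDR 0.059). LGR5 did not pass (1.39, SE 0.42, edgeR FDR 0.054), but did without PPDO replicate 2 (1.81, edgeR FDR 0.033), in DESeq2 (FDR 0.0093), with no low-count filter (edgeR FDR 0.042), without genes over 2 times higher in another class (edgeR FDR 0.035) and with only ductal-like clusters found in both libraries (2.79, edgeR FDR 0.0049). The last setting leaves out cluster 21, whose 29 and 15 cells had 382 and 593 CPM of LGR5 in primary pancreas 1 and 2. AXIN2 was higher (1.21, edgeR FDR 0.038), did not pass without PPDO replicate 1 or 2 (edgeR FDR 0.14 and 0.12), and had a log2 fold change of -0.42 in the ductal-like PPDO cells alone.

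Of the 13 NOTCH genes, 10 differed over all genes and 10 adjusted over the list alone, 6 higher and 4 lower in PPDO. With the replicate block 6 passed, 5 higher and 1 lower, and with sums thinned to the smallest 7 passed, 5 higher and 2 lower. With a primary library left out, the balance moved toward higher genes (without replicate 1) or toward lower genes (without replicate 2). A group then holds a single sum, so these fits do not decide the balance. The log2 fold change of JAG2 was 6.84 (SE 0.51, edgeR FDR 0.0014) and that of NOTCH2 was -2.88 (SE 0.18, edgeR FDR 9.6e-04). HES1 was not called (-0.67, edgeR FDR 0.47), and primary pancreas 1 and 2 differed in it, with 316 and 84.1 CPM. Without primary pancreas replicate 1 it was higher in PPDO (0.73, edgeR FDR 0.016), and without primary pancreas replicate 2 it was lower (-1.39, edgeR FDR 0.0038).

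**Figure D3:**
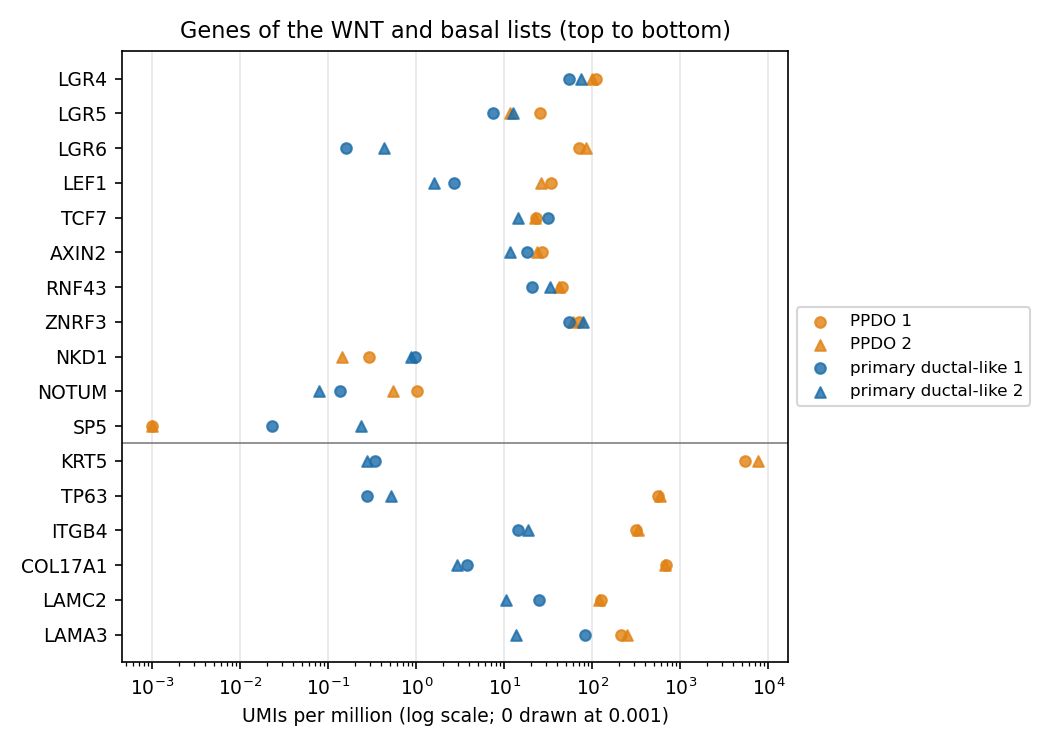
CPM (x axis, log scale, a value of 0 drawn at 0.001) of the matched genes of the WNT and basal lists (y axis) in PPDO 1 and 2 and in ductal-like cells of primary pancreas 1 and 2, with a point per library. KRT5 lay at 5420 and 7634 CPM in PPDO 1 and 2 and at 0.339 and 0.277 CPM in primary pancreas 1 and 2.

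Shares of cells with a UMI of single genes were compared after thinning to 3000 UMIs per cell, which left out 61 and 10 cells of PPDO 1 and 2 and 111 and 0 ductal-like cells of primary pancreas 1 and 2. Of the 14 genes, 13 had PPDO values on a single side of the primary values, each with an exact permutation p of 0.333, the share that chance gives. KRT5 was found in 95.5% ± 3.50 (SD, n = 2) of PPDO cells and 0.0808% ± 0.0108 (SD, n = 2) of ductal-like cells, with up to 0.756% in other primary classes. LGR6 was found in 16.1% ± 2.51 and 0.101% ± 0.00139, with up to 2.36% in other classes. For KRT5 and LGR6 the shares in ductal-like cells were below the highest of these. LGR5 was found in 4.33% ± 2.05 and 1.03% ± 0.358, with up to 0.845% in other classes, and primary pancreas 1 had 0.779%. AGR2 was found in 21.4% ± 0.0186 and 1.88% ± 0.809. In primary pancreas 1 and 2 it was found in 2.45% and 1.31% of ductal-like cells, against 3.45% and 3.73% of immune-like cells. Endothelial-like cells had 19.4% and 8.85%. PDX1 was found in 5.46% ± 2.53 and 15.2% ± 3.77, and CDH1 in 36.1% ± 1.70 and 77.0% ± 8.30. GP2 was found in 4.70% and 3.56% of ductal-like cells of primary pancreas 1 and 2, against 4.89% and 4.68% of immune-like cells. GCG was found in 2.48% and 10.0% of ductal-like cells, against 7.06% and 8.71% of immune-like cells, and INS in 29.4% and 100%, against 42.8% and 100%. The shares of GP2 and INS in ductal-like cells, and of GCG in those of primary pancreas 1, were thus not separable from free RNA. AGR2 was found in 0.293% and 0% of stellate-like cells and 0.543% and 0.260% of acinar-like cells of primary pancreas 1 and 2. These shares lay below those of ductal-like cells, so the immune-like share does not set the level of free RNA for AGR2. Whether free RNA explains AGR2 in ductal-like cells was therefore not decided. In ductal-like cells of primary pancreas 2, 1 cell held 8183 of the 9008 UMIs of GCG, the median of the 514 cells with a UMI was 1, and the share was below the 13.4% of endothelial-like, 11.2% of stellate-like and 19.2% of acinar-like cells. BMPR1A shares did not differ, with 47.5% ± 0.333 and 49.7% ± 3.81 (exact permutation p 1). Its log2 fold change was 0.38 (edgeR FDR 0.063, 0.029 adjusted over the list alone), and it passed with no low-count filter (0.45, edgeR FDR 0.0497) and without genes over 2 times higher in another class (0.53, edgeR FDR 0.019). Without thinning the difference for AGR2, 19.5 percentage points, was 66.5, the largest move, and that for BMPR1A changed from -2.20 to 5.21.

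The study describes duct cells of the organ with LGR5 and AGR2. Among ductal-like cells, LGR5 was found in 38 and 37 cells of primary pancreas 1 and 2 and AGR2 in 286 and 68. Some of the cells with AGR2 may hold it as free RNA, since its share in the class was below that in immune-like cells. The share was above that in stellate-like and acinar-like cells, so this stays open. Both were found in 12 and 10 cells, against 6.198 and 2.32 expected if detection were independent at like depth. The ratio was 1.94 in primary pancreas 1 (95% exact Poisson interval 1 to 3.38) and 4.31 in primary pancreas 2 (2.07 to 7.93). In primary pancreas 1 it was 1.97 (1.018 to 3.44) with 20 bins of depth, 2.43 (1.257 to 4.249) with 1 bin and 1.71 (0.821 to 3.15) with doublets kept, so whether its interval reached 1 depended on the setting. In PPDO 1 and 2, LGR6 and LEF1 were found together in 2270 and 1686 cells against 1581 and 1276 expected, with ratios of 1.44 (1.377 to 1.496) and 1.32 (1.26 to 1.39).

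Each PPDO cluster was then compared with primary ductal-like cells by Spearman correlation across 11446 genes. The ductal-like cluster had the highest mean, 0.642 (0.628 to 0.658 over 4 pairs of libraries), followed by the WNT-like cluster with 0.625 (0.618 to 0.633), and these ranges overlapped. Cluster 8 had the lowest mean, 0.402. The ductal-like cluster exceeded the mean of the other clusters by 0.0691, with 0.0585 to 0.0812 over the pairs, by 0.0928 with genes of at least 50 CPM and by 0.0446 (0.0343 to 0.0566) without cluster 8, a setting chosen after the data were seen.

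The study describes PPDO as lacking acinar and endocrine markers. Of 11 matched acinar genes, 9 were under 1 CPM in PPDO, and their median was 0.0335 CPM, against 11011 CPM in acinar-like cells. RBPJL had 24.7 and 29.99 CPM in PPDO 1 and 2, and CTRC 9.68 and 9.09 CPM. All 7 matched beta cell genes were under 1 CPM, with INS in 57 of 8885 and 46 of 7337 cells. IAPP and ADCYAP1 were also under 1 CPM in endocrine-like cells (0.0526 and 0 CPM), so their low values show no difference. GCG had 0 UMIs, which allows shares of cells with a UMI of up to 0.0338% and 0.0409%. Of the other endocrine genes, 5 of 8 were under 1 CPM. IRX2 had 9.12 and 14.8 CPM, HHEX 6.33 and 3.26 CPM, and GHRL 5.26 and 4.91 CPM, against 11.2, 0.380 and 4.43 CPM in endocrine-like cells.

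The study screened drugs on PPDO and described toxic effects of adrenergic receptor inhibitors and others, so genes of the target proteins were examined. Of 31 genes, 23 had counts enough to test. At an FDR of 0.05, 11 differed over all genes and 11 adjusted over the list alone, with 8 higher and 3 lower in PPDO. The count was 5 without PPDO replicate 1 and 4 without PPDO replicate 2, the alternative that moved it most. Genes of alpha adrenergic receptors were low. ADRA2B had 1.15 and 0.957 CPM in PPDO 1 and 2 and 7.15 and 11.7 CPM in primary ductal-like cells (log2 fold change -2.67, SE 0.30, edgeR FDR 0.0036). ADRA1A had 17 and 18 UMIs, or 0.0565 and 0.0686 CPM, in PPDO 1 and 2. ADRA1D had 34 and 26 UMIs, ADRA2A 9 and 7, ADRA2C 2 and 4, and ADRA1B 1 and 0. ADRA2A was lower in PPDO (-4.47, SE 0.39, edgeR FDR 0.0021). Stellate-like cells had 31.8 CPM of ADRA2A, 70.1 CPM of ADRA1A and 19.5 CPM of ADRA2B, against 0.898, 0.322 and 9.44 CPM in ductal-like cells. They were 13.1% of the cells of primary pancreas 1 and 1.23% of those of primary pancreas 2. In ductal-like cells, ADRA2B (7.15 and 11.7 CPM) and ADRA2A (0.769 and 1.03 CPM) were not lower in primary pancreas 2. This argues against free RNA of stellate-like cells as the main source of ADRA2B and ADRA2A, though ADRA2A rested on 34 and 26 UMIs. ADRA1A was lower in primary pancreas 2 (0.407 and 0.237 CPM), so free RNA was not excluded for it. ADRA1A was called as lower (-1.96, edgeR FDR 0.034) but did not pass in DESeq2 (FDR 0.064), without PPDO replicate 1 or 2 (edgeR FDR 0.225 and 0.184) or without primary pancreas replicate 1 (edgeR FDR 0.146). ADRA1D was called as higher (2.28, edgeR FDR 0.033) on 2 primary UMIs, but did not pass in DESeq2 (FDR 0.224) or without primary pancreas replicate 1 or 2 (edgeR FDR 0.147 and 0.0786). GABRA2 had 65.0 and 91.0 CPM in PPDO 1 and 2 and 0.407 and 1.90 CPM in primary ductal-like cells (6.69, SE 0.73, edgeR FDR 0.0034). GABRP had 15.6 and 6.66 CPM and 0.271 and 0.316 CPM (5.70, SE 0.55, edgeR FDR 0.0026). TOP2A did not pass (edgeR FDR 0.16), but did without primary pancreas replicate 1 or 2 (edgeR FDR 0.0047 and 0.035) and with only ductal-like clusters found in both libraries (3.54, edgeR FDR 0.0499).

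**Figure D4:**
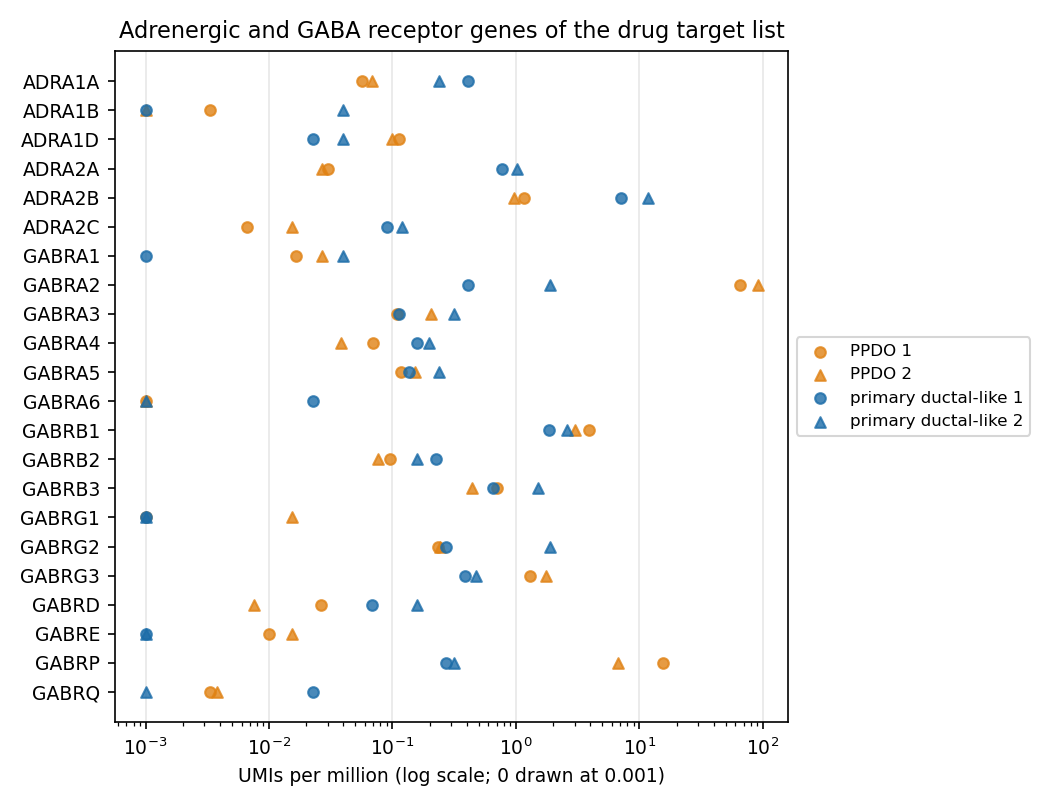
CPM (x axis, log scale, a value of 0 drawn at 0.001) of the adrenergic and GABA receptor genes among the drug targets (y axis) in PPDO 1 and 2 and in ductal-like cells of primary pancreas 1 and 2, with a point per library. ADRA1A lay at 0.0565 and 0.0686 CPM in PPDO, and GABRA2 at 65.0 and 91.0 CPM.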

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

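All tests of this part were chosen after the transgene counts had been seen, and only the variance ratio was computed after its expected outcome had been written down. The annotation used for counting includes transgene features, which no comparison above uses. A feature that joins eGFP to a bGH poly-A part (mTmG_eGFP_bGH-pA-plus), called the transgene here, had 164 UMIs in 79 barcodes of primary pancreas 1. The separate feature eGFP-plus had 0 UMIs in every library. The study names a wild-type pig and a pig with an INS-eGFP transgene as the animals, and the titles do not say which library is which animal. Primary pancreas 2 had 10361 UMIs of the same feature in 1973 barcodes, PPDO 1 had 16 UMIs in 15 barcodes and PPDO 2 had 0.

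In primary pancreas 1, 42.16% of the endocrine-like cells (43 of 102) carried the transgene, against 0.466% of all other cells (26 of 5577), which argues against free RNA as the whole source. The 24 of 2203 ductal-like cells that carried it held 25 UMIs of it, and the class had 4495 UMIs of INS, or 5562 transgene UMIs per 1000000 INS UMIs (3599 to 8210, 95% counting interval). The other named classes without endocrine-like cells held 2 with 4979 UMIs of INS, or 401.7 (48.65 to 1451), which argues against free RNA in ductal-like cells too. None of the 79 barcodes, a count of 0, was a barcode of primary pancreas 2, which argues against swapped barcodes. In endocrine-like cells the number per 1000000 INS UMIs was alike, with 186.2 in primary pancreas 1 (154.3 to 222.8) and 199.7 in primary pancreas 2 (195.6 to 203.9), which decides nothing. The value of ductal-like cells lies above it, which argues against INS reads counted as the transgene as the source in ductal-like cells. In INS-rich cells, given the INS UMIs of a cell, the transgene count varied 1.914 times as much as Poisson counts in primary pancreas 1 (simulated upper limit 1.614, p 0.0058 by simulation of 10000 sets). This argues against INS reads counted as the transgene at the same rate in every such cell. The source of the 25 UMIs in ductal-like cells was not found. In primary pancreas 2, 85.38% of the INS-rich cells carried it, so an exchange of the labels of the pancreas libraries would still leave it in both.

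An animal with the transgene in both preparations stays open. Of the INS-rich cells of primary pancreas 1, 80% (40 of 50, 95% exact interval 66.3 to 90.0%) carried it, and after thinning to like depth the shares were 21.3% and 24.8%, which is consistent with similar carriage in both libraries. Cells carried over from the second preparation would have its RNA. In INS-rich cells with the transgene, a list of handling genes had a median log2 ratio of 2.663, primary pancreas 1 over 2, with 14 of 15 genes higher. With free RNA of primary pancreas 1 added to the cells of primary pancreas 2, at the share of 2.11% that INS of immune-like cells gives, it was 2.227, with 12 of 15 higher, which argues against carried over cells. A difference between the animals was not tested otherwise.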

How the results depend on the processing

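The settings added after the data were seen were counts without the 3' extension features, ductal-like clusters with at least 50 cells in each primary library, clusters made without the ductal list, and the likeness of PPDO clusters without the lowest. Of the genes named or listed, 1381 of 1569 values kept their direction and their side of the threshold, 137 no longer passed, 45 newly passed and 6 changed direction.

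The values that changed direction were KRT7 (1.86), AXIN2 (-0.42) and VEGFA (-0.67) with only ductal-like PPDO cells, HES1 (0.73) and TEAD4 (1.23) without primary pancreas replicate 1 (-1.39 and -1.56 without replicate 2), and TEAD4 (0.96) with only ductal-like clusters found in both libraries. For HES1 and TEAD4 the primary libraries themselves differ, with 316 and 84.1 CPM of HES1 and 20.4 and 3.40 CPM of TEAD4. KRT7 is in the list that names the ductal-like PPDO cells. For AXIN2 and VEGFA the cause was not tested.

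Mean shares of PPDO states moved with the clustering, and the cause was not tested. At resolution 0.3 the basal-like share was 0%, the WNT-like share 34.0% and the glycolysis-like share 26.9%, and at resolution 1.0 the glycolysis-like share was 18.7%. With a floor of 600 features the basal-like, WNT-like and proliferating-like shares were 40.01%, 21.2% and 5.71%. With doublets removed the basal-like, WNT-like and glycolysis-like shares were 22.6%, 29.5% and 8.17%. With each library clustered alone the basal-like, glycolysis-like and proliferating-like shares were 23.8%, 27.0% and 7.21%. That basal-like mean came from PPDO 1 alone, with clusters of 1635, 1353 and 1240 cells, and no cluster of PPDO 2 took the name. The glycolysis-like clusters had 1392 and 320 cells in PPDO 1 and 1365 and 1186 cells in PPDO 2. The ductal-like shares of PPDO and of primary pancreas moved by less than the spread between libraries.

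For PPDO against primary ductal-like cells, leaving out a library gave 4512 to 10775 genes, 2355 to 5485 higher and 2157 to 5290 lower. Without genes over 2 times higher in another class, 5913 genes differed, 3076 higher and 2837 lower, of 11709 tested. With only ductal-like PPDO cells 3548 genes were higher, of 17484 tested. The replicate block gave 8302 genes. The deviations of the libraries from their group means had a correlation across genes of -0.0107 between replicates of the same number, and -0.0215 for whole pancreas, so the numbers do not act as pairs.

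For PPDO against whole primary pancreas, DESeq2 gave 10214 genes, 4489 higher and 5725 lower. The replicate block gave 2842, 1017 higher and 1825 lower, which lowers the share that is higher from 46.4% to 35.8%. Leaving out a library gave 0 to 13041 genes, 0 to 6401 higher and 0 to 6640 lower. The cause was not tested.

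Of the drug target genes, 5 passed with the replicate block, and 4 to 11 with a library left out. With an estimated correlation, the adjusted p of the lists was 0.367 (WNT), 0.367 (basal), 0.43 (glycolysis) and 0.547 (proliferating), and with fry it was 0.05045 (proliferating) and 0.030 (Hippo). The cause was not tested.

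With 1 depth bin the ratio for LGR6 and LEF1 in PPDO 1 was 1.65, since depth was then not held alike. The likeness of the ductal-like PPDO state exceeded that of the others by 0.0928 with genes of at least 50 CPM and by 0.0446 without cluster 8. The mean correlation between groups was 0.807 with a pseudocount of 10 and 0.496 with genes of at least 10 CPM only, where fewer genes were compared.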

Other observations

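The lists tested in this part were written after the clusters had been seen but before their own values were computed. The comparison of depth and mitochondrial share for the ductal-like cluster was chosen after its depth was seen, and the leading genes left out of the cornified list and the place of cells with LGR5 and AGR2 were examined after these results were seen.

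PPDO clusters 6 and 8 were led by genes of the cornified layer of skin, such as SPINK5, KLK7, KRTDAP and SPRP. A list of 15 further matched genes of that layer was then compared with the other PPDO clusters, though IVL had been seen as a leading gene before the list was written, and IVL and CASP14 lead clusters of the libraries clustered alone. The lowest median log2 ratio over both clusters and libraries was 1.99 (1.20 without IVL and CASP14), and the list was higher in PPDO than in primary ductal-like cells (camera p 1.6e-05, and p 0.138 with the correlation estimated). Cells over the doublet threshold were at most 0.325% of these clusters, against 1.20% and 0.757% of the other cells, which argues against doublets, though on at most 1 such cell per cluster and library. At a depth of 3000 UMIs, the listed genes were found in at least 10.9% of their cells on average, against 2.88% and 2.74%, which argues against depth. A cornified program in part of the PPDO cells is a candidate explanation, found and tested on the same data. The design names no group that would test a biological explanation.

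Cluster 1 of the ductal-like cells had 1190 cells in primary pancreas 1 and 14 in primary pancreas 2. Of 15 matched genes of a list of early response and heat shock genes, 15 were higher in this cluster than in the other ductal-like cells of its library. The list was also higher in primary pancreas 1 than in primary pancreas 2 in all 5 other classes compared, with median log2 ratios from 1.16 to 3.29. This is in line with a difference in handling between the preparations, which the study describes as made on different days and by different procedures. Median depth was 22610 UMIs in this cluster against 12312 UMIs in the other ductal-like cells of primary pancreas 1, and mitochondrial shares were 0.719% and 0.933%, which argues against low quality. The animals differed too, and that was not tested.

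Of 4 matched genes of the Y chromosome, 3 separated PPDO 1 from the other libraries. EIF1AY had 35.1 CPM, KDM5D 28.7 CPM and ZFY 41.8 CPM in PPDO 1, against 0.0267, 0.396 and 0.0191 CPM in PPDO 2, 0.0526, 0.421 and 0.0526 CPM in primary pancreas 1 and 0.0084, 0.378 and 0.0420 CPM in primary pancreas 2. SRY, with 6 UMIs in PPDO 1, did not separate it, with 0.0199 CPM against 0.0263 CPM in primary pancreas 1.

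Of the cells with LGR5 among the ductal-like cells, 11 and 13 lay in cluster 21, which has 29 and 15 cells in primary pancreas 1 and 2. LGR5 is a leading gene of this cluster, so its place there is not independent evidence. AGR2, not among its 10 leading genes, was found in 13 of 29 and 9 of 15 of its cells (44.8% and 60%), with 162 and 627 CPM. Cluster 1 in primary pancreas 1, at a like median depth (22610 against 22721 UMIs), had AGR2 in 17.2% of cells with 8.59 CPM, and cluster 0 in primary pancreas 2 (20776 against 22825 UMIs) in 5.16% with 2.44 CPM.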
